# Irreversible dual inhibitory mode: the novel Btk inhibitor PLS-123 demonstrates promising anti-tumor activity in human B-cell lymphoma

**DOI:** 10.18632/oncotarget.3824

**Published:** 2015-04-14

**Authors:** Ning Ding, Xitao Li, Yunfei Shi, Lingyan Ping, Lina Wu, Kai Fu, Lixia Feng, Xiaohui Zheng, Yuqin Song, Zhengying Pan, Jun Zhu

**Keywords:** BCR signaling, Btk, irreversible inhibitor, targeted therapy, B-cell lymphoma

## Abstract

The B-cell receptor (BCR) signaling pathway has gained significant attention as a therapeutic target in B-cell malignancies. Recently, several drugs that target the BCR signaling pathway, especially the Btk inhibitor ibrutinib, have demonstrated notable therapeutic effects in relapsed/refractory patients, which indicates that pharmacological inhibition of BCR pathway holds promise in B-cell lymphoma treatment. Here we present a novel covalent irreversible Btk inhibitor PLS-123 with more potent anti-proliferative activity compared with ibrutinib in multiple cellular and *in vivo* models through effective apoptosis induction and dual-action inhibitory mode of Btk activation. The phosphorylation of BCR downstream activating AKT/mTOR and MAPK signal pathways was also more significantly reduced after treatment with PLS-123 than ibrutinib. Gene expression profile analysis further suggested that the different selectivity profile of PLS-123 led to significant downregulation of oncogenic gene PTPN11 expression, which might also offer new opportunities beyond what ibrutinib has achieved. In addition, PLS-123 dose-dependently attenuated BCR- and chemokine-mediated lymphoma cell adhesion and migration. Taken together, Btk inhibitor PLS-123 suggested a new direction to pharmacologically modulate Btk function and develop novel therapeutic drug for B-cell lymphoma treatment.

## INTRODUCTION

B-cell lymphoma is characterized by the malignant growth of B-lymphocytes in the lymph system and comprises various subtypes with distinct pathological characteristics, clinical features and prognoses [1]. In China, approximately 5-6 new lymphatic malignancy cases are diagnosed per 100,000 people per year, and B-cell lymphoma accounts for approximately 66% of these patients. Patient prognosis has been significantly improved by combination immunotherapy and rituximab; however, approximately 1/3 of late-phase patients still develop primary and secondary resistance to the chemotherapy [2]. Therefore, the development of new targeted drugs for the treatment of this debilitating disease is urgently needed.

The BCR signaling pathway has gained significant attention owing to its essential role in the pathogenesis of B-cell lymphoid malignancies [3]. BCR signaling transduction is initiated upon stimulation of the BCR complex, which is composed of surface immunoglobulin and two associated proteins: CD79A (Igα) and CD79B (Igβ). The CD79A and CD79B ITAM domains are phosphorylated by the Src-family kinases upon membrane-bound antigen stimulation, which triggers the phosphorylation and activation of regulatory and adaptor proteins, including Syk, Btk and B-cell linker (BLNK). BCR-mediated phosphorylation of the Tyr551 residue in Btk results in a 10-fold increase in Btk's catalytic activity. Then, this form of Btk undergoes auto-phosphorylation at Tyr223 to become fully activated. Once fully activated, Btk phosphorylates its substrates phospholipase C-γ2 (PLC-γ2) leading to the induction of downstream pathways, such as NF-κB, extracellular signal-regulated kinase (ERK) and NF-AT, which regulate B cell proliferation, differentiation, and migration [4]. Recently, several drugs targeting BCR signal, especially the Btk inhibitor ibrutinib (PCI-32765), have clearly demonstrated promising therapeutic effects in relapsed/refractory chronic lymphocytic leukemia (CLL) and B-cell non-Hodgkin lymphoma (B-NHL) [5-7]. Ibrutinib is the first selective and irreversible small-molecule Btk inhibitor assessed in clinical trials for the treatment of B-cell lymphoma. Ibrutinib interacts with the cysteine residue at position 481 in Btk (Cys481), which is located at the rim of the ATP-binding pocket. In a phase I, open-label trial, ibrutinib demonstrated notable anti-lymphoma activities and a good safety profile in B-cell malignancy patients. The overall response rate (ORR) of evaluable patients was 60%, including a complete response (CR) rate of 16%, which indicates that pharmacological inhibition of BCR pathway holds promise in B-cell lymphoma treatment [8, 9].

Investigating the biological function of Btk, de Rooij et al. reported that Btk activation is also regulated via a negative regulation loop that inhibition of Btk catalytic activity increases Tyr551 phosphorylation level [10, 11]. Thus, one direction for next-generation Btk inhibitors pursued by us was to inhibit both the catalytic activity and the activation of Btk by upstream kinases. By targeting both properties, these new inhibitors might potentially downregulate BCR and other related signal transduction pathways more effectively. Meanwhile, the different selectivity profile of these inhibitors might also offer new opportunities beyond what ibrutinib has achieved. Based on this hypothesis, we recently developed a novel series of covalent irreversible Btk inhibitors based on a Type II scaffold [12]. Two noticeable features of this series of inhibitors have emerged: (1) in contrast to ibrutinib, which only inhibits Btk's catalytic activity, these new inhibitors exhibit a dual-action mode of inhibition for Btk catalytic activity and its own activation; (2) this series of compounds presents a different selectivity profile from ibrutinib, which demonstrated potent activity against ABL, Blk, Bmx, Btk, EGFR, HER2, HER4, Lck, p38α, Rlk, Tec, and VEGFR [13, 14]. Among these compounds, PLS-123 displayed impressive potency against Btk and gave IC_50_ values of 13 nM against Btk Tyr551 and PLC-γ2 Tyr1217 phosphorylation.

In this paper, we demonstrated that this novel Btk inhibitor PLS-123 exhibited more potent anti-proliferative effects than ibrutinib in multiple cellular and *in vivo* preclinical models of B-cell lineage malignancy, including 14 kinds of cell lines, patients' primary tumor cells and mouse xenograft model. More importantly, the PLS-123′s potent efficacy against B-cell lymphoma might be attributed to effective apoptosis induction, dual-action Btk inhibitory mode and alternative selectivity profile offered additional anti-tumor mechanism. Collectively, a new direction was suggested to pharmacologically modulate Btk function and efficiently treat B-cell lymphoma.

## RESULTS

### PLS-123 inhibited the viability of B-cell lymphoma cells effectively

PLS-123 is a novel high selective Btk inhibitor with an IC_50_ less than 5 nM (Figure 1A & 1B). The inhibitory activities of PLS-123 on the proliferation of 17 types of B-cell lymphoma cell lines were first analyzed using the cell viability assay. PLS-123 demonstrated enhanced anti-proliferative, dose-dependent effects compared with ibrutinib in 14 of these cell lines without affecting the viability of CD19^+^ B cells from healthy volunteers (Figure 1C). The GI_50_ values of Btk inhibitors, which were determined from dose-response curves, are presented in Table 1. The DLBCL cell line OCI-Ly7 and FL cell line WSU-NHL displayed the highest PLS-123 sensitivity with GI_50_ values in the double-digit nanomolar range. By contrast, the GI_50_ values for ibrutinib were in the micromolar range for these cells. Moreover, PLS-123 also more effectively suppressed the viability of primary tumor cells (Figure 1D). All these findings highlighted a remarkable anti-tumor activity of PLS-123 *in vitro*.

**Figure 1:**
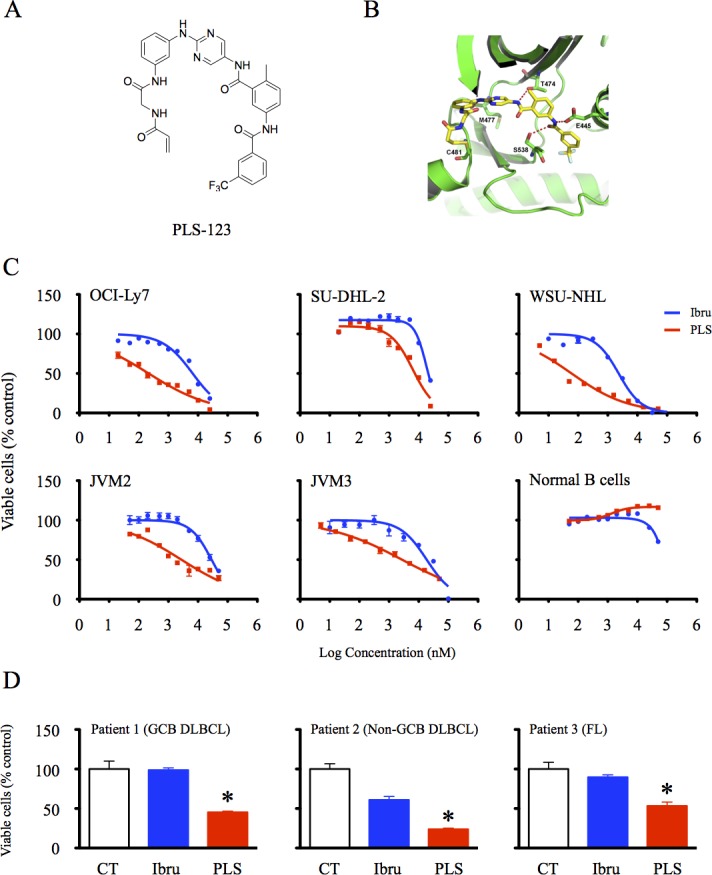
PLS-123 inhibited the viability of B-cell lymphoma cells effectively **A.** Chemical structure of novel Btk inhibitor PLS-123. **B.** Crystal structure of the human Btk in complex with PLS-123. **C.** B-cell lymphoma cell lines (OCI-Ly7, SU-DHL-2, WSU-NHL, JVM2 and JVM3) and CD19^+^ B cells from healthy volunteers (1 × 10^4^) were treated with the indicated concentrations of ibrutinib, PLS-123 or vehicle for 72 hours. **D.** Primary tumor cells (1 × 10^4^) from B-cell lymphoma patients were incubated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for 72 hours. The cell viability was determined using the Cell Titer-Glo luminescent cell viability assay. The results are expressed as the mean of relative activity and S.D. from triplicate cultures. *Significantly decreased compared with ibrutinib treatment (*p* < 0.05). The results are representative of at least three similar experiments.

**Table 1:** Cytotoxicity effect of PLS-123 and ibrutinib towards B-cell lymphoma

Tumor type/cell line	GI_50_, Ibrutinib (μM)	GI_50_, PLS-123 (μM)
DLBCL		
OCI-Ly7	6.60	0.22
SU-DHL-2	18.38	6.35
SU-DHL-6	1.83	0.06
SU-DHL-16	6.31	0.81
Pfeiffer	0.014	0.016
OCI-Ly3	26.82	>50
FL		
WSU-NHL	2.32	0.06
RL	6.18	1.73
DOHH-2	0.52	0.02
CLL		
JVM3	18.67	2.74
MCL		
Mino	6.62	3.94
JVM2	28.68	2.75
JVM13	16.73	0.49
Jeko-1	20.43	>50
Granta519	21.12	2.57
Z138	19.24	15.88
Burkitt		
Namalwa	>50	26.48

### PLS-123-mediated B-cell lymphoma cytotoxicity is caspase-dependent

To investigate the mechanisms by which PLS-123 induced stronger cytotoxic effects than ibrutinib in malignant B cells, annexin V- and PI-stained apoptotic cells were analyzed by flow cytometry in the PLS-123-sensitive OCI-Ly7 cells. The percentage of annexin V-positive and PI-negative apoptotic cells peaked 24 hours after PLS-123 treatment (23.5%), whereas ibrutinib resulted in apoptosis in only 9.9% of the cells (Figure 2A). These findings correlated with the cell viability results shown in Figure 1. Furthermore, Western blotting analysis suggested that PLS-123 more strongly activated cleaved caspase-3, -8 and -9 as well as PARP compared with ibrutinib during apoptosis induction in OCI-Ly7 and SU-DHL-2 cells (Figure 2B). To confirm caspase-3 involvement in this apoptosis process, caspase-3 enzymatic activity was determined after treatment with PLS-123 and ibrutinib for indicated period. As shown in Figure 2C, the active form of caspase-3 was more significantly increased upon treatment with PLS-123 compared with ibrutinib. Meanwhile, PLS-123-induced caspase-3 cleavage was completely inhibited by the pan-caspase inhibitor z-VAD-fmk, thereby demonstrating that PLS-123 induced cytotoxicity against B-cell lymphoma cells is caspase-dependent.

The role of Bcl-2 family proteins in the regulation of caspase activation has been well characterized in the mitochondrial apoptotic pathway. The expressions of Bcl-2 family proteins were next analyzed by immunoblotting analysis. As shown in Figure 2D, PLS-123 treatment of malignant B cells resulted in dramatically decreased levels of anti-apoptotic proteins, such as XIAP, Bcl-2, Bcl-xL and Mcl-1. On the other hand, the pro-apoptotic protein BAX was significantly upregulated, thereby suggesting that PLS-123 could promote the apoptotic pathway via regulation of protein targets within mitochondria.

**Figure 2:**
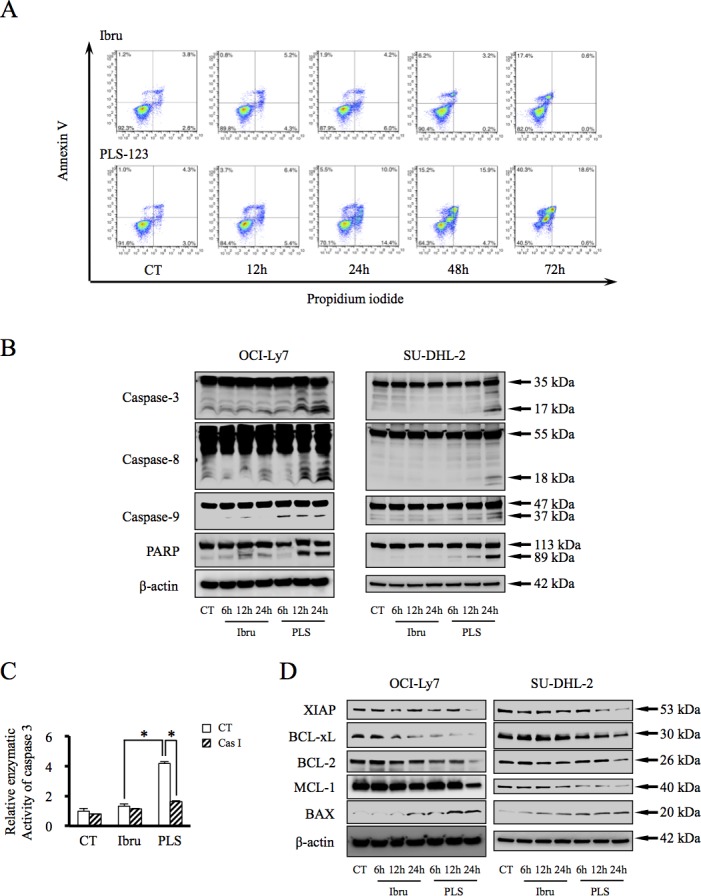
PLS-123-mediated B-cell lymphoma cytotoxicity is caspase-dependent **A.** OCI-Ly7 cells (1 × 10^6^) were cultured with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for the indicated periods, and apoptotic cells were analyzed by flow cytometry. **B & D.** OCI-Ly7 and SU-DHL-2 cells (1 × 10^6^) were treated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for the indicated periods. Whole cell extracts were probed by Western blot for Caspase-3, Caspase-8, Caspase-9, PARP, XIAP, BCL-xL, BCL-2, MCL-1 and MAX. β-actin is shown as a loading control. **C.** OCI-Ly7 cells (1 × 10^6^) were pre-treated in presence or absence of the pan-caspase inhibitor z-VAD-fmk for 1 hour and then incubated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for 24 hours. Caspase-3 enzymatic activity was measured in tumor cells as described in the Materials and Methods. The results were expressed as the mean of the relative activity and S.D. from triplicate cultures. *Significantly changed compared with the control (*p* < 0.05). Results are representative of at least three similar experiments.

### PLS-123 precisely regulates the activation and catalytic properties of Btk, and results in greater attenuation of the BCR activating pathway than ibrutinib

As a novel Btk inhibitor, possible impacts of PLS-123 towards BCR signaling cascades were next investigated by immunoblotting analysis. The upstream BCR signal-activated kinases induce Btk phosphorylation at the Tyr551 residue, thereby resulting in a 10-fold increase in Btk's catalytic activity. This activity is followed by Btk auto-phosphorylation at Tyr223 and activation of downstream substrates. Ibrutinib inhibits the catalytic activities of Btk and the negative BCR pathway feedback loop, resulting in amplified phosphorylation at Tyr551 [11]. In our experiment, after 1 hour pretreatment with both Btk inhibitors, DLBCL cell lines and primary tumor cells were stimulated with anti-IgM to mimic BCR/antigen encounters and activate the BCR signal pathway. PLS-123 not only more significantly suppressed Btk phosphorylation at Tyr223 compared with ibrutinib but also reduced elevated Btk phosphorylation at Tyr551 (Figure 3A). Upon stimulation with anti-IgM, fully activated Btk coordinates PLCγ2 phosphorylation, thereby resulting in the activation of downstream cascades, including the MAPK and AKT/mTOR signaling pathways. Similar to inhibitory activity towards Btk phosphorylation, Western blotting analyses demonstrated that PLS-123 also effectively reduced PLCγ2, ERK1/2, p38, AKT and mTOR activation more than ibrutinib does (Figure 3B).

**Figure 3:**
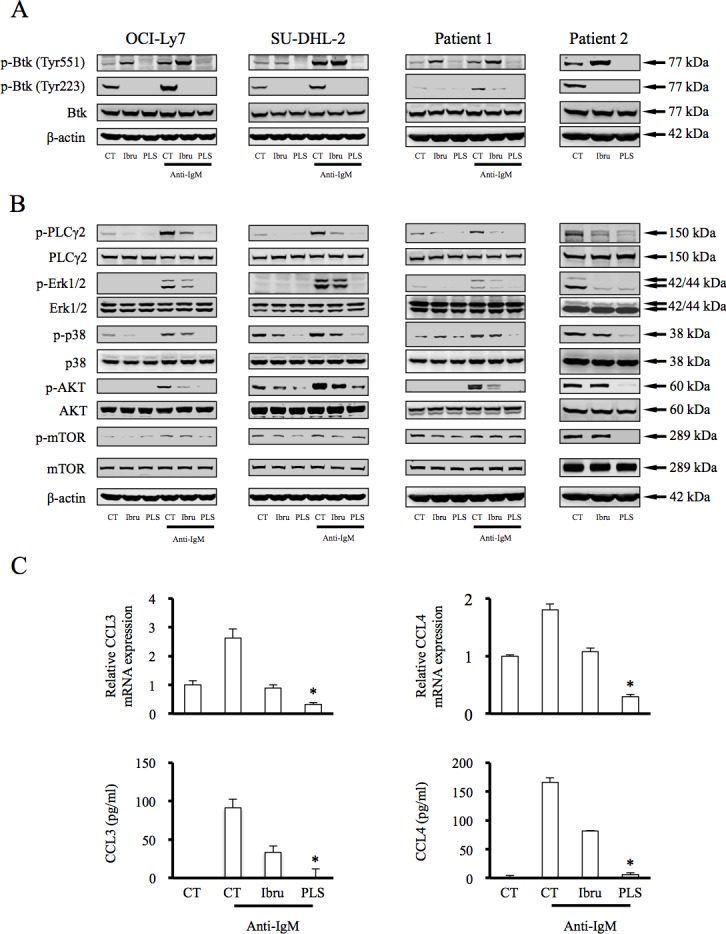
PLS-123 precisely regulates the activation and catalytic properties of Btk, and results in greater attenuation of the BCR activating pathway than ibrutinib **A, B.** OCI-Ly7, SU-DHL-2 and primary tumor cells (1 × 10^6^) were pretreated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for 1 hour and then stimulated or not with anti-IgM (5 μg/ml) for 10 minutes. Whole cell extracts were probed by Western blot for Btk, PLCγ2, ERK, p38, Akt and mTOR. β-actin is shown as a loading control. **C.** OCI-ly7 cells (1 × 10^6^) were pretreated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for 1 hour and then stimulated by anti-IgM (5 μg/ml) for 12 hours or not. CCL3 and CCL4 mRNA expression and cytokine production were detected by real time PCR and ELISA. *Significantly decreased compared with ibrutinib treatment (*p* < 0.05). The results are representative of at least three similar experiments.

To further confirm the influence of PLS-123 towards BCR signaling pathway, CCL3 and CCL4 chemokine secretions from tumor cells after Btk inhibitor treatment, which is highly regulated and correlated with the signal activation of the BCR [15, 16], were measured via real-time PCR and ELISA. OCI-Ly7 cells were first pretreated with Btk inhibitors for 1 hour before activating the BCR signaling pathway to initiate CCL3 and CCL4 mRNA transcription. As shown in Figure 3C, both chemokines' mRNA and protein expressions were more dramatically reduced by PLS-123 treatment compared with ibrutinib, indicating that PLS-123 resulted in greater attenuation of the BCR activating pathway than ibrutinib. More importantly, all these results might also potentially account for the enhanced anti-proliferative activity of PLS-123 in B-cell lymphoma.

### Gene expression profile of B-cell lymphoma post PLS-123 treatment

Due to the different selectivity profile of PLS-123 from ibrutinib [14], global gene expression profiling was needed to carry out to get a more comprehensive insight into alternative anti-tumor mechanisms of this novel Btk inhibitor. 

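OCI-Ly7 is an established line of diffuse large B-cell lymphoma. Its cells were treated for 24 hours with vehicle, 1 μM ibrutinib, 10 μM ibrutinib or 1 μM PLS-123, with 3 samples in each of the 4 groups. Ibrutinib is a covalent inhibitor of Btk, the kinase that passes the B-cell receptor signal on inside the cell. Biotin-labelled cRNA of each sample was hybridized to a separate Affymetrix U133 Plus 2.0 array, 12 arrays in all. This array reads a gene with 1 or more probe sets, each a group of short probes for a part of its transcript. The authors normalized the arrays by RMA, according to their processing notes, and deposited the values as intensities on the linear scale. The intensities ran from 2.1 to 15751, and their median per array from 14.2 to 14.8. For the comparisons the intensities were converted to log2, and limma was fitted to all 12 arrays with 1 mean per group. It covered 54613 probe sets, with control probe sets left out. P values were adjusted by the Benjamini-Hochberg method within each comparison, and an adjusted p under 0.05 counted as changed. The paper's own thresholds, a fold change of 1.5 and a p under 0.05, were also applied to this model. The paper does not say whether its p was adjusted, and it was read here as unadjusted. Statements about genes rest on the probe set with the highest mean, for 19775 genes with a probe set of a single gene symbol. Probe sets with a mean log2 intensity under 3.87, the median of all, are called dim. The paper's text gives no ibrutinib dose for this experiment, so values are given for both doses. The sample labels do not say whether the 3 samples of a group were separate cultures. RNA quality was read from the control probe sets at the 3' and 5' ends of ACTB, whose log2 difference grows as transcripts are shortened. This difference was 2.64 ± 0.04 (SD, n = 3 arrays) with vehicle, 2.67 ± 0.18 with 1 μM ibrutinib, 2.74 ± 0.08 with 10 μM ibrutinib and 2.93 ± 0.20 with PLS-123. All 3 PLS-123 arrays and all 3 arrays of 10 μM ibrutinib lay above all 3 vehicle arrays (two-sided exact permutation test, p = 0.1 each, the smallest p that 3 arrays against 3 allow). The same difference for GAPDH was 0.14 higher with PLS-123 and 0.08 higher with 10 μM ibrutinib than with vehicle, and 0.17 and 0.06 higher with PLS-123 than with 1 μM and 10 μM ibrutinib (two-sided exact permutation tests, p = 0.1 each). Against 1 μM and 10 μM ibrutinib the ACTB difference was 0.27 and 0.19 higher with PLS-123 (two-sided exact permutation tests, p = 0.3 each).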

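PLS-123 and 10 μM ibrutinib both moved genes by more than 8-fold in each direction. Among the 10 largest rises with PLS-123 were ADTRP, a hydrolase of lipids (log2 fold change 4.82 ± 0.15, standard error, n = 3 arrays per group), and TJP1, the tight junction protein ZO-1 (4.46 ± 0.11). SH2D1A, the adaptor protein SAP of lymphocyte receptors, rose by 4.06 ± 0.22 and BMPR1B, a receptor of bone morphogenetic proteins, by 3.82 ± 0.16. With 10 μM ibrutinib these 4 genes rose by 4.49, 4.45, 4.22 and 4.11 in the same order. Among the largest falls with PLS-123 were PDZRN4 (-5.12 ± 0.14), MYH11, a myosin heavy chain (-4.35 ± 0.34), CD28, a costimulatory receptor (-3.30 ± 0.10), and HDAC9, a histone deacetylase (-3.04 ± 0.16). Their log2 fold changes with 10 μM ibrutinib were -4.14, -3.56, -3.19 and -2.56. The highest adjusted p among these 16 changes was 7.6e-06, for MYH11 with 10 μM ibrutinib. With 1 μM ibrutinib the log2 fold changes of the 8 genes lay between -0.53 (MYH11) and 0.33 (ADTRP), and none passed the test. Against vehicle, 5664 probe sets fell and 3476 rose with PLS-123, and 2523 fell and 2944 rose with 10 μM ibrutinib. No probe set passed limma's test with 1 μM ibrutinib, where the smallest adjusted p was 0.282. In that comparison 2943 probe sets had an unadjusted p under 0.05, the methods' t-test and limma on the 2 groups alone also called 0, and limma with an intensity trend called 13. Of the probe sets changed with PLS-123, 62.0% fell, against 52.4% after a further quantile normalization and 72.5% after centring each array on 100 normalization control probe sets. For 10 μM ibrutinib the part that fell was 46.2%, 48.3% and 51.2% in the same order, so its prevailing direction depends on the scaling. With the ACTB difference of each array as a covariate, an alternative chosen after the data were seen, 3480 probe sets were changed with PLS-123.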

First, compared with vehicle treatment control, Venn diagram illustrated these Btk inhibitors top up- and down-regulated gene changes. 

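At the same dose of 1 μM, PLS-123 lowered genes that ibrutinib left close to the vehicle level. HMCES, a protein that shields damaged sites in DNA, fell by 3.21 ± 0.09 on the log2 scale with PLS-123 (standard error, n = 3 arrays per group). KMO, an enzyme of tryptophan breakdown, fell by 3.43 ± 0.11, and PLEK, the protein kinase C substrate pleckstrin, by 2.80 ± 0.12. With 1 μM ibrutinib their log2 fold changes were -0.17, -0.29 and -0.23, with adjusted p values of at least 0.92. The difference between the compounds at 1 μM was -3.04 for HMCES (95% confidence interval -3.24 to -2.84), -3.14 for KMO (-3.39 to -2.90) and -2.57 for PLEK (-2.83 to -2.32). With 10 μM ibrutinib, a higher dose than that of PLS-123, the 3 genes changed by -2.42, -2.57 and -1.77. At a fold change of 1.5 and an unadjusted p under 0.05, 8 probe sets were lower with 1 μM ibrutinib, 806 with 10 μM ibrutinib and 1396 with PLS-123. Directly between the compounds at 1 μM, 4333 probe sets were lower and 2502 higher with PLS-123 at an adjusted p under 0.05. Together these are 6835 probe sets, or 2974 with the ACTB difference as a covariate, which stood 0.27 higher with PLS-123 than with 1 μM ibrutinib. The response of each array was also placed on a scale from 0, the mean of vehicle, to 1, the mean of 10 μM ibrutinib, a measure added after the data were seen. It rests on 590 probe sets that PLS-123 and 10 μM ibrutinib both changed in one direction against vehicle and 1 μM ibrutinib pooled, 10 μM ibrutinib by more than 1 on the log2 scale. That choice sets the positions of PLS-123 and 10 μM ibrutinib, and it treats vehicle and 1 μM ibrutinib alike. The 3 arrays of 1 μM ibrutinib lay at 0.0775 to 0.0875, all above the vehicle arrays, whose highest was 0.0087 (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The count of 8 depended on single arrays: it was 28 without vehicle array A, 27 without vehicle array C, and 22, 19 and 20 without ibrutinib 1 μM arrays A, B and C.

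**Figure D1:**
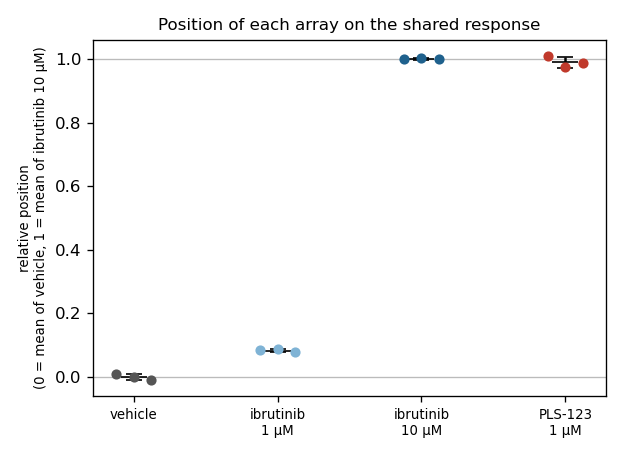
Position of each array between vehicle (0) and 10 μM ibrutinib (1) over 590 probe sets, without units, with the mean and SD of 3 arrays per group. The arrays of 1 μM ibrutinib lie between 0.0775 and 0.0875 and those of PLS-123 between 0.975 and 1.009.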

Ibrutinib was less efficient with 714 transcripts significantly down (< −1.5 fold, *p* < 0.05) compared with 1061 for PLS-123. 

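Most probe sets that fell with 10 μM ibrutinib fell with PLS-123 as well. MUC19, a mucin gene, had log2 fold changes of -3.69 ± 0.10 with 10 μM ibrutinib and -3.61 ± 0.10 with PLS-123 (standard error, n = 3 arrays per group). NLRP4, a gene of the NOD-like receptor family, had -3.51 and -3.50, and the non-coding RNA LINC01857 had -3.62 and -3.99. Among immune genes, TLR10, a Toll-like receptor of B cells, had -2.57 and -2.33, and HLA-DOB, which modulates peptide loading of MHC class II, had -2.50 and -2.32. The highest adjusted p among these 10 changes was 4.2e-08 (HLA-DOB). Of the 806 probe sets lower with 10 μM ibrutinib, 682 were also lower with PLS-123, a share of 84.6% (exact 95% confidence interval 81.9 to 87.0). Independent lists of these sizes would share 20.6 probe sets. In the other direction 989 of 1371 were shared, 72.1% (69.7 to 74.5). With 1 μM ibrutinib the shares were 6 of 8 probe sets lower, 75% (34.9 to 96.8), and 10 of 11 higher. Without ibrutinib 1 μM array A the first of these shares was 36.4%, and 9 probe sets were higher with both compounds and 9 with ibrutinib alone. Both lists use the same 3 vehicle arrays, so the overlap was set beside 100 simulated pairs of unchanged groups that share a vehicle group. They shared 9.16% of lower probe sets on average, with 0.58 probe sets in both lists. Their lists held 5.58 and 5.69 lower probe sets on average. Regrouping the vehicle and 1 μM ibrutinib arrays gave up to 42 in one direction, so the simulated pairs may understate chance sharing. Across 27307 probe sets that are not dim, the log2 fold changes of PLS-123 and 10 μM ibrutinib had a correlation of 0.887, against 0.501 in the simulated pairs. Probe sets are not independent replicates.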

Interestingly, approximately 71% of transcripts (508 genes) downregulated by ibrutinib were also contained in the PLS-123 group (Figure 4A). Both inhibitors commonly top downregulated representative genes were illustrated by a heatmap in Figure 4B. 

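In the B-cell receptor group of Fig. 4B, CD22, an inhibitory co-receptor, had log2 fold changes of -1.87 ± 0.08 with 10 μM ibrutinib and -2.14 ± 0.08 with PLS-123 (standard error, n = 3 arrays per group). RASGRP3, an activator of Ras in B cells, had -1.98 ± 0.10 and -2.20 ± 0.10. BLNK, the adaptor that links Syk to Btk, fell by 0.66 and 0.88 on the log2 scale. Transcripts of BTK itself had log2 fold changes of -0.51 (adjusted p = 0.0012) and -0.43 (adjusted p = 0.0034). Among genes of growth factor and mTOR signaling, RRAGD, a Rag GTPase that signals amino acid supply to mTORC1, had -0.96 and -1.19, and CAB39L, a partner of the kinase LKB1, had -0.88 and -1.18. CCND3, the cell cycle protein cyclin D3, had -0.78 and -1.20, and SGK1, a kinase related to AKT, had -1.46 and -2.52. In the MAPK group, RASGRP1, another Ras activator, had -1.19 and -1.65, and DUSP5, a phosphatase of ERK, had -0.73 and -0.82. Of the 29 genes of Fig. 4B, 26 were analysed. At an adjusted p under 0.05, 22 of them fell with PLS-123 and 21 with 10 μM ibrutinib (24 and 23 when adjusted over the list alone), none with 1 μM ibrutinib, and none rose. With 1 μM ibrutinib their median log2 fold change was -0.04, against -0.68 with 10 μM ibrutinib and -0.91 with PLS-123. With PLS-123, GRB2 (-0.19, adjusted p = 0.1), NFAT5 (-0.33, 0.051), MDM2 (-0.15) and CCNE2 (0.06) did not pass the test. By at least 1 of its probe sets, each of the 26 genes was lower with PLS-123. At 1 μM, PLS-123 was below ibrutinib in 23 of the 26 genes, with a difference of -1.96 for CD22 (95% confidence interval -2.14 to -1.78). Against the higher dose of ibrutinib, PLS-123 was below in 1 gene, SGK1, at an adjusted p over all probe sets, and in 11 genes when adjusted over the list alone, with a median of -0.22 and 22 of 26 values negative. There the difference was -0.27 for CD22 (-0.45 to -0.09), which did not pass the test. The study chose these genes on these samples because they fell, so the counts are not independent evidence of the direction. With the ACTB difference as a covariate the fall of BTK with PLS-123 had an adjusted p of 0.0606 and that of PTPN6, the phosphatase SHP-1, 0.1.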

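Genes of mTOR, B-cell receptor, PI3K-AKT and MAPK signaling moved in both directions with PLS-123, and more fell than rose in each list on the authors' scale. Of 52 mTOR genes, in a list fixed before the data were examined, 19 fell and 4 rose (22 and 4 when adjusted over the list alone). They include DEPTOR, an inhibitor of mTOR (-1.82 ± 0.07, standard error, n = 3 arrays per group), and SESN2, a leucine sensor that restrains mTORC1 (-1.35 ± 0.09). Set against all other genes by camera, the list was lower with an adjusted p of 0.00523 (adjusted p = 0.494 with an estimated correlation). Of 57 genes of B-cell receptor signaling, 21 fell and 12 rose (25 and 14 when adjusted over the list alone). SYK, the kinase above Btk, rose by 0.83 ± 0.07, while PLCG2, the phospholipase that Btk activates, fell by 0.35 ± 0.09 and LYN, a kinase of the receptor, by 0.42 ± 0.08. Of 53 genes of PI3K-AKT signaling, 18 fell and 8 rose (21 and 11), among them CDKN1B, the cell cycle inhibitor p27 (1.60 ± 0.14). AKT1 (0.17) and MTOR (-0.18) did not pass the test. Of 83 genes of MAPK signaling, 19 fell and 13 rose (23 and 16), or 14 and 15 after a further quantile normalization. GADD45A, a stress protein that acts on p38, rose by 1.74 ± 0.09. The ERK output list, 23 genes that ERK switches on or that limit it, had 7 members lower and 3 higher, with falls of SPRED1 (-1.27 ± 0.16) and SPRED2 (-0.77 ± 0.09), which restrain Ras signaling. None of these 4 lists differed from other genes by camera. The adjusted p was 0.156 for the B-cell receptor list, 0.154 for PI3K-AKT, 0.895 for MAPK and 0.548 for ERK output. By fry, which tests the genes of a list against no change, the lists of B-cell receptor (adjusted p = 4.7e-04), PI3K-AKT (3.6e-04), mTOR (3.6e-05) and ERK output (0.00578) were lower, and MAPK (0.0515) did not pass. These tests include the genes of Fig. 4B, and fry called most of the 31 lists with PLS-123, so a pass says little about these pathways. Without the genes of Fig. 4B, 11 fell and 12 rose in the B-cell receptor list, 13 and 8 in PI3K-AKT, 15 and 4 in mTOR, and 13 and 13 in MAPK. Against vehicle, 14 of the B-cell receptor genes fell and 12 rose with 10 μM ibrutinib, 12 and 3 of the mTOR genes, 7 and 8 of the PI3K-AKT genes, and 10 and 14 of the MAPK genes. The ACTB difference between the 3' and 5' ends was 0.29 higher with PLS-123 than with vehicle, and with it as a covariate the falls of PLCG2 (adjusted p = 0.207) and LYN (0.0763) no longer passed the test. Without vehicle array A the fall of PLCG2 had an adjusted p of 0.0555. The paper sets its expression profiles beside its immunoblots in Figure 3. The lists here count transcripts, among them genes that restrain a pathway, so their direction does not measure signaling.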

Consistent with results from immunoblotting analysis in Figure 3, PLS-123 could efficiently downregulate BCR, AKT/mTOR and MAPK related signaling pathway.

**Figure 4:**
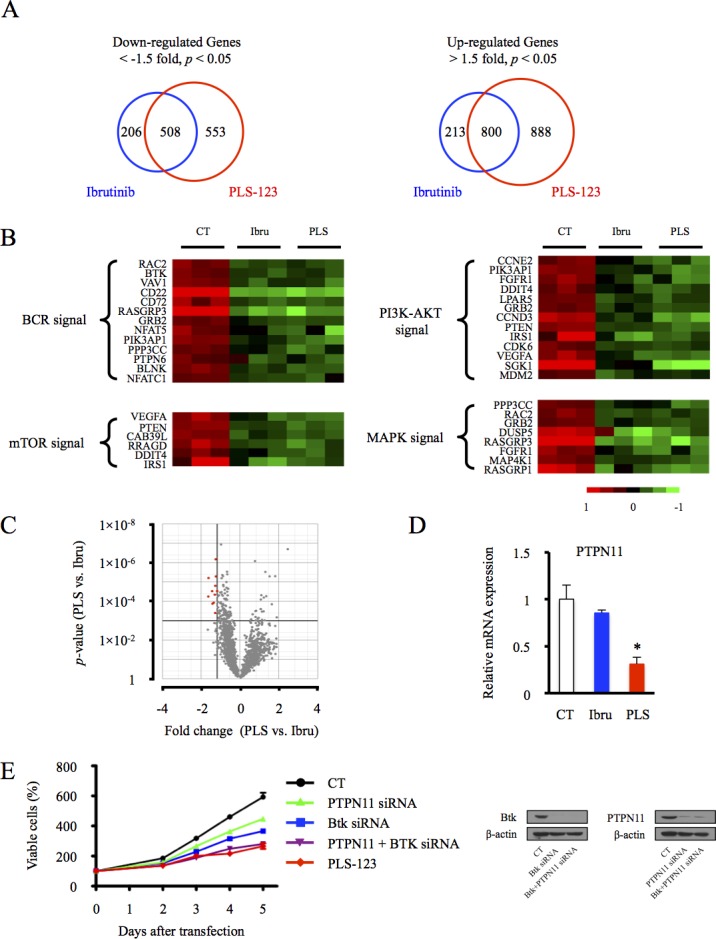
Gene expression profile of B-cell lymphoma post PLS-123 treatment **A.** OCI-Ly7 cells exposed for 24 hours with ibrutinib, PLS-123 or vehicle were submitted to gene expression profile analysis. Venn diagram depicting the top up and downregulated gene changes. **B.** Heatmap of the top representative downregulated genes associated with PLS-123 and ibrutinib treatment. **C.** The volcano plot depicts a log transformation plot of the fold difference (x-axis) and the *p* value (y-axis) of indicated genes between PLS-123 and ibrutinib treatment. **D.** The expressions of PTPN11 gene were further confirmed by real time PCR. **E.** The OCI-Ly7 cells were transfected with indicated siRNA oligos targeting Btk and PTPN11. The cell viability of tumor cells was determined using the Cell Titer-Glo luminescent cell viability assay. *Significantly decreased compared with ibrutinib treatment (*p* < 0.05). The results are representative of at least two similar experiments.

On the other hand, the different selectivity profile of PLS-123 from ibrutinib might also contribute to distinct gene expression signatures and offer new opportunities beyond what ibrutinib has achieved. 

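Among the genes that differed between PLS-123 and 10 μM ibrutinib were a kinase, a transporter and enzymes of amino acid metabolism. SGK1, a kinase activated through PI3K, was lower with PLS-123, with a log2 difference of -1.06 (95% confidence interval -1.33 to -0.79, n = 3 arrays per group). SLC7A11, the cystine transporter, differed by -0.90 (-1.10 to -0.71) and CHAC1, an enzyme that degrades glutathione, by -0.90 (-1.13 to -0.66). PLEK (-1.04, -1.29 to -0.78), KMO (-0.86) and HMCES (-0.78) were lower as well. ADM, the peptide hormone adrenomedullin, rose with both compounds, by 1.89 with PLS-123 and 2.95 with 10 μM ibrutinib, and the difference was -1.05. Higher with PLS-123 were S100A4, a calcium-binding protein of cell motility (0.95, 0.70 to 1.20), CSRP2, a LIM domain protein (0.92), and MAP2K6, the kinase that activates p38 (0.80). MAP2K6 fell with 10 μM ibrutinib (-0.80) and stood at -0.00 with PLS-123. The adjusted p of these 10 differences ran from 0.0043 (SLC7A11) to 0.024 (CSRP2). In all, 72 probe sets were lower and 28 higher with PLS-123 than with 10 μM ibrutinib, while 8333 had an unadjusted p under 0.05. With an intensity trend 1415 probe sets differed and without dim probe sets 982, so the size of this set depends on the test. The part that was lower, 72%, was 55.6% with quantile normalization. By camera the NF-kB target list (adjusted p = 0.000941) and the list of ATF4 targets (0.000941), an amino acid stress response, were lower with PLS-123 than with 10 μM ibrutinib. So were mTOR (0.00282), MYC targets (0.00949), the unfolded protein response (0.0116) and PI3K-AKT (0.0276, or 0.172 without the genes of Fig. 4B), while T and NK cell markers, most of them dim, were higher (0.00607). With an estimated correlation the adjusted p of these 7 lists ran from 0.38 to 0.44. Against ibrutinib at the same dose of 1 μM, the differences were -2.55 for SGK1 (-2.82 to -2.28), -2.40 for SLC7A11, -2.14 for CHAC1 and 2.84 for CSRP2, and 0.19 for MAP2K6, which did not pass the test (adjusted p = 0.34). The differences from 10 μM ibrutinib compare unlike doses, and none of the 10 named here passed with the methods' t-test (adjusted p 0.105 to 0.21). The count of 100 was 10 without ibrutinib 10 μM array B, 27 without array C, 63 without array A, 61 and 28 without PLS-123 arrays B and C, 212 without ibrutinib 1 μM array A, and 14 with the ACTB covariate. SGK1, PLEK, SLC7A11, HMCES and S100A4 passed with each array left out in turn, whereas CSRP2 did not pass without any 1 of the 6 arrays of these groups (adjusted p from 0.0566, without ibrutinib 10 μM array A, to 0.145, without array B). With the ACTB covariate SGK1 had an adjusted p of 0.053. KMO (0.0566), CHAC1 (0.0508), ADM (0.0566) and MAP2K6 (0.0609) did not pass without ibrutinib 10 μM array B, KMO not without array C (0.0508), and ADM not without PLS-123 array C (0.0512).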

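Among genes with PLS-123 changes past the thresholds of the paper are regulators of mTORC1 and insulin signaling. DDIT4, an inhibitor of mTORC1, had log2 fold changes of -0.98 ± 0.12 with PLS-123 and -0.57 ± 0.12 with 10 μM ibrutinib (standard error, n = 3 arrays per group), both past the test. IRS1, an adaptor of insulin signaling, had -0.78 ± 0.10 and -0.53 ± 0.10. METRNL, a secreted protein, had -1.14 and -0.43. HCP5, a non-coding RNA of the HLA region, rose with PLS-123 (0.78), while its value with 10 μM ibrutinib was 0.10 (adjusted p = 0.67). At a fold change of 1.5 and an unadjusted p under 0.05, 714 probe sets were lower and 550 higher with PLS-123 and not with 10 μM ibrutinib, 1264 in all. The balance turned with the scaling: 479 were lower and 740 higher after a further quantile normalization, and 1130 and 399 after centring on control probe sets. Of these, 710 of 714 and 536 of 550 had the same direction with 10 μM ibrutinib, and 448 and 169 were called there at an adjusted p under 0.05. The median log2 fold change of the 714 was -0.67 with PLS-123 and -0.42 with 10 μM ibrutinib, and that of the 550 was 0.69 and 0.38. The selection, which asks for a change past the threshold with PLS-123 only, can by itself make the medians with ibrutinib smaller. How much of the gap it accounts for was not tested. The shared direction is raised by the 3 vehicle arrays common to both comparisons, and with 1 μM ibrutinib, where no probe set passed the test, it was 82.5% of those lower and 83.1% of those higher with PLS-123 alone. A difference between PLS-123 and 10 μM ibrutinib was called at an adjusted p under 0.05 for 26 of the 714 and 10 of the 550. Measured against 1 μM ibrutinib, 1390 probe sets were lower and 1529 higher with PLS-123 alone, 2919 in all, or 1141 and 1767 with quantile normalization and 1909 and 1259 with centring. For 1297 and 1271 of these the difference between the compounds at 1 μM passed an adjusted p under 0.05. Their median log2 fold changes were -0.75 and 0.80 with PLS-123, and -0.10 and 0.14 with 1 μM ibrutinib. Of the examples, METRNL rests on single arrays: its fall with 10 μM ibrutinib did not pass without vehicle array A (adjusted p = 0.0876) or B (0.0685) or without ibrutinib 10 μM array A (0.107) or C (0.0594).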

Volcano plots of 1441 genes changed in PLS-123 treatment alone (Down: 553 genes; Up: 888 genes) were then used to select additional anti-tumor target of the novel Btk inhibitor. When filter criteria were set for fold change < −1.5 and *p* < 0.001, 10 genes significantly decreased by PLS-123 were identified in Figure 4C. 

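Among probe sets lower with PLS-123 than with 10 μM ibrutinib were WNK1, a kinase that controls ion transport (log2 difference -0.81 ± 0.11, standard error, n = 3 arrays per group), and PRDM2, a histone methyltransferase (-0.81 ± 0.10). So was PTPN11, the phosphatase SHP2, read by the fourth brightest of its 6 probe sets (-0.64 ± 0.10, unadjusted p = 2.3e-05, adjusted p = 0.0218). Among probe sets that met the thresholds with PLS-123 alone, 19 were lower than with 10 μM ibrutinib at a fold change of 1.5 and an unadjusted p under 0.001, and 16 were higher. The same filter against 1 μM ibrutinib gave 895 lower and 897 higher. The 10 largest of the 19 by fold also hold LINC02806 (-0.83), GPATCH4 (-0.72), METRNL, AGFG1 (-0.66, dim) and 3 probe sets without a gene name. At an adjusted p the difference of WNK1 did not pass without ibrutinib 10 μM array C (0.0566), nor that of PRDM2 without array B (0.0508). The count of 19 was 5 with the methods' t-test, 11 with quantile normalization, 5 with 1 probe set per gene, 29 without ibrutinib 10 μM array A, 12 without array C, and 41 without PLS-123 array A. The 6 probe sets of PTPN11, numbered 1 to 6 from the highest to the lowest mean intensity, differed from each other. Probe set 1 had a log2 fold change of 0.09 ± 0.09 with PLS-123 against vehicle (95% confidence interval -0.12 to 0.29, adjusted p = 0.61). Probe sets 2 (-0.69 ± 0.08, adjusted p = 6.6e-05) and 4 (-0.72 ± 0.10, adjusted p = 2.1e-04) fell. Probe set 3 had -0.25 (adjusted p = 0.158), and the dim probe sets 5 and 6 had -0.23 and -0.10 and did not pass the test. With ibrutinib against vehicle, probe set 1 had 0.12 at 1 μM and 0.04 at 10 μM, and probe set 2 fell at 10 μM by 0.37 (adjusted p = 0.011; 0.0549 without ibrutinib 10 μM array B). Between PLS-123 and ibrutinib at 1 μM the difference was -0.03 for probe set 1 (adjusted p = 0.886), -0.46 for probe set 2 (0.00215), 0.00 for probe set 3 (0.99) and -0.67 for probe set 4 (0.000481). Between PLS-123 and 10 μM ibrutinib it was 0.04 for probe set 1 (0.875), -0.32 for probe set 2 (0.119) and 0.04 for probe set 3 (0.906). For probe set 4 the PLS-123 arrays (log2 intensity 4.53 to 4.67) all lay below the arrays of 10 μM ibrutinib (5.15 to 5.36). The call of probe set 4 against 10 μM ibrutinib rests on every array: leaving out any 1 of the 6 arrays gave an adjusted p between 0.0553 (PLS-123 array B) and 0.117 (ibrutinib 10 μM array B), namely 0.0718 and 0.0612 for ibrutinib 10 μM arrays A and C, and 0.056 and 0.113 for PLS-123 arrays A and C. It was 0.177 with the methods' t-test, and 0.176 with the ACTB covariate, where the difference was -0.54 ± 0.11. Against 1 μM ibrutinib the covariate left -0.55 for probe set 4 (adjusted p = 0.0181) and -0.43 for probe set 2 (0.0368).

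**Figure D2:**
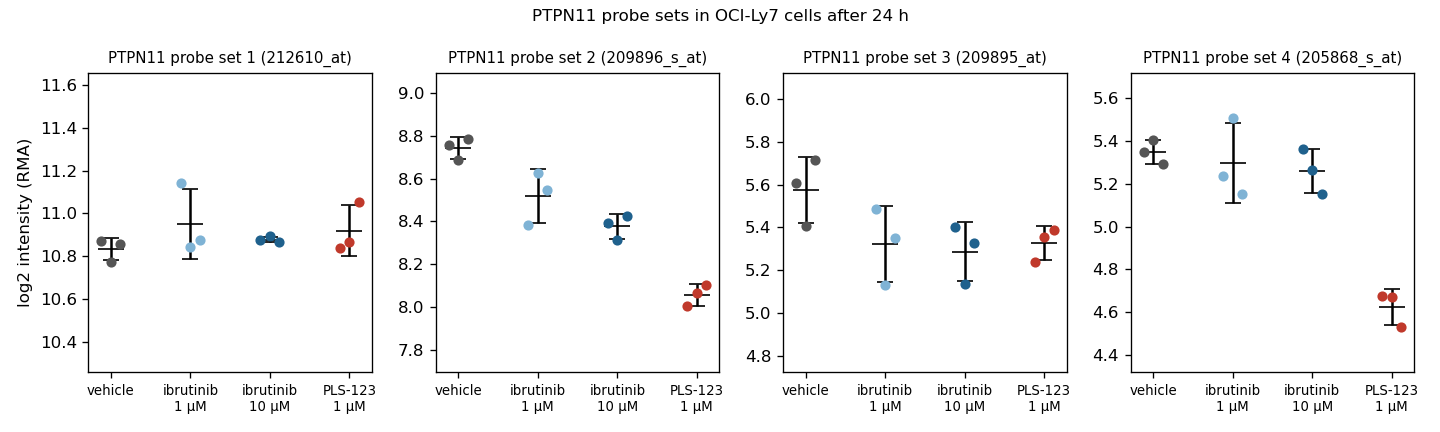
Log2 intensity (RMA) of 4 probe sets of PTPN11 in each array, by treatment group, with the mean and SD of 3 arrays. With PLS-123, probe sets 2, 3 and 4 lie below all vehicle arrays, while probe set 1 overlaps them. The fall of probe set 3 did not pass limma's test (adjusted p = 0.158).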

The mRNA expression analysis of these ten genes using real-time PCR further confirmed that PLS-123 led to significant downregulation of PTPN11 expression that might be due to the different selectivity profile of this inhibitor. As an important oncogenic gene in malignant B cells [17, 18], the inhibition of PTPN11 expression might also contribute to great efficacy of this novel Btk inhibitor. To demonstrate this hypothesis, PTPN11 and Btk knockdown effect on lymphoma cell viability as revealed by siRNA transfection. This co-transfection produced obvious anti-proliferative activity towards tumor cells, suggesting that PLS-123 might suppress tumor growth through combination Btk and PTPN11 inhibition (Figure 4E).

### PLS-123 overcomes BCR- and chemokine-mediated lymphoma cell adhesion and migration

B-NHL patients administered ibrutinib in clinical trials display reduced lymphadenopathy accompanied by substantial lymphocytosis, suggesting that the potential anti-adhesion activity of ibrutinib triggers B-lymphoid malignant cell mobilization from tumor tissues to the peripheral blood. To investigate possible effects of PLS-123 in active BCR- and chemokine-mediated adhesion, we analyzed anti-IgM- and chemokine CXCL12-induced adhesion to the extracellular matrix component fibronectin and the cellular adhesion molecule VCAM-1 in Namalwa cells. Compared with ibrutinib's inhibitory effects, our novel Btk inhibitor PLS-123 more significantly attenuated anti-IgM- and CXCL12-mediated adhesion to fibronectin and VCAM-1 in a dose-dependent manner (Figure 5A). Moreover, CXCL12 and its cognate receptor CXCR4 axis also appear to be crucial for migration and homing of malignant B cells via activation of BCR signal pathway [19]. In transwell culture system, PLS-123 also more efficiently blocked neoplastic cells migration toward chemokine CXCL12 through its dual-action inhibitory mode of Btk activation (Figure 5B & 5C).

**Figure 5:**
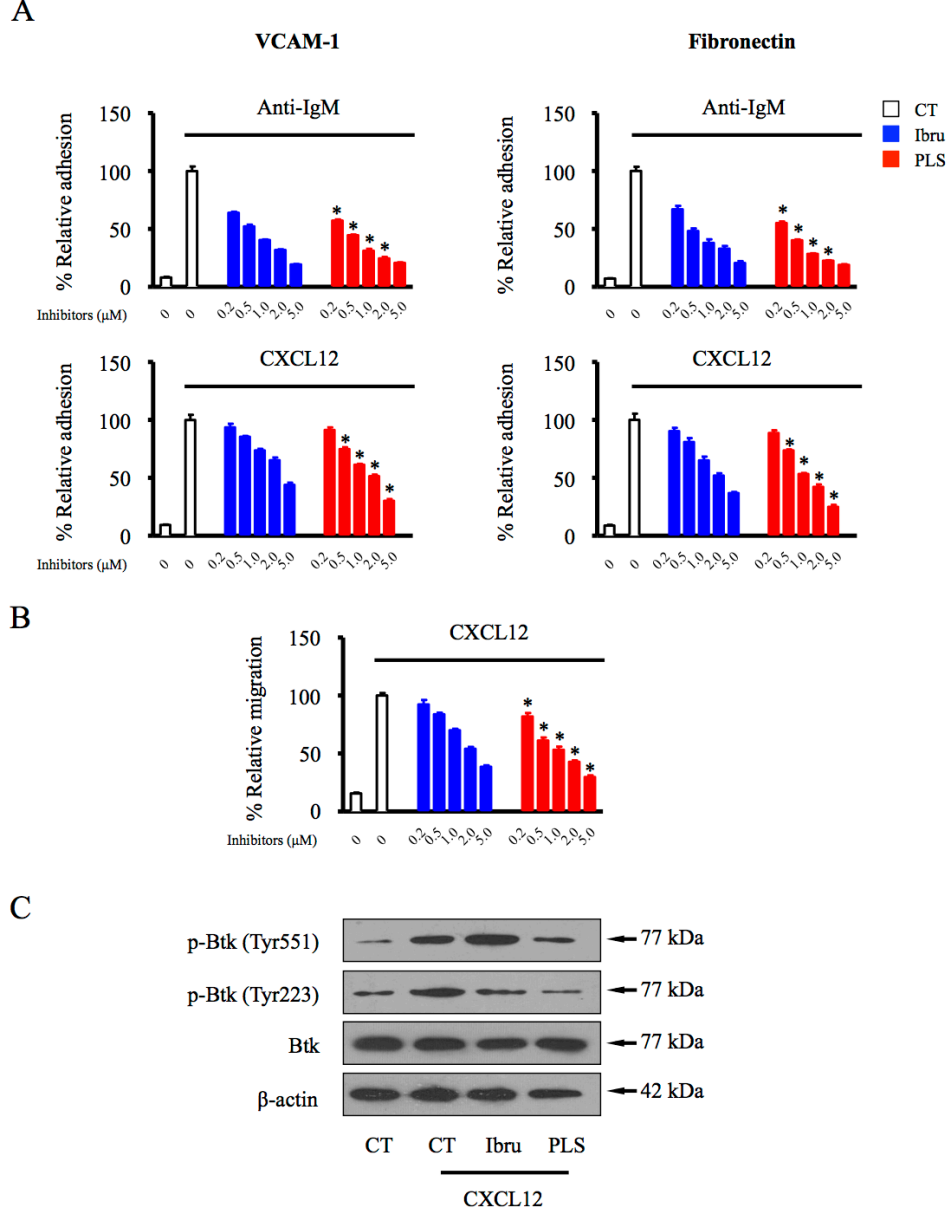
PLS-123 overcomes BCR- and chemokine-mediated lymphoma cell adhesion and migration **A.**Namalwa cells pretreated with increasing concentrations of ibrutinib, PLS-123 (0.2, 0.5, 1, 2 and 5 μM) or vehicle were stimulated with anti-IgM or CXCL12 for 30 mins, and then tumor cells were subjected to adhesion assays on plates precoated with fibronectin or VCAM-1. **B.** Namalwa cells were treated with increasing concentration of ibrutinib, PLS-123 (0.2, 0.5, 1, 2 and 5 μM) or vehicle and subjected to a chemotaxis migration assay in transwell plates with filters coated with VCAM-1, and CXCL12 was added into the lower chamber as a chemoattractant. **C.** Namalwa cells were pretreated with 1 μM ibrutinib, 1 μM PLS-123 or vehicle for 1 hour and then stimulated or not with CXCL12 for 10 minutes. Whole cell extracts were probed by indicated antibodies for Western blot analysis. *Significantly decreased compared with ibrutinib treatment (*p* < 0.05). The results are representative of at least three similar experiments.

### PLS-123 induces anti-tumor activities in B-cell lymphoma *in vivo*

The *in vivo* anti-tumor activity of the Btk inhibitors was examined in SCID mice inoculated with OCI-Ly7 cells. When the tumor volume was approximately 100-150 mm^3^, the mice were intraperitoneally administered the indicated concentrations of the Btk inhibitors. Fifteen days after administration, OCI-Ly7 tumor-bearing animals treated with 5 or 10 mg/kg of PLS-123 and 20 mg/kg ibrutinib resulted in significant effects blocking tumor growth. Similar to previous results from *in vitro* models, PLS- 123 also demonstrated more anti-growth effects than ibrutinib at the same drug dosage of 10 mg/kg (*p* = 0.038). Mice treated with 20 mg/kg of PLS-123 displayed the strongest suppressive activities, and this dosage induced 45% tumor reduction without significant effects on body weight (*p* = 0.418; Figure 6A & 6B).

**Figure 6:**
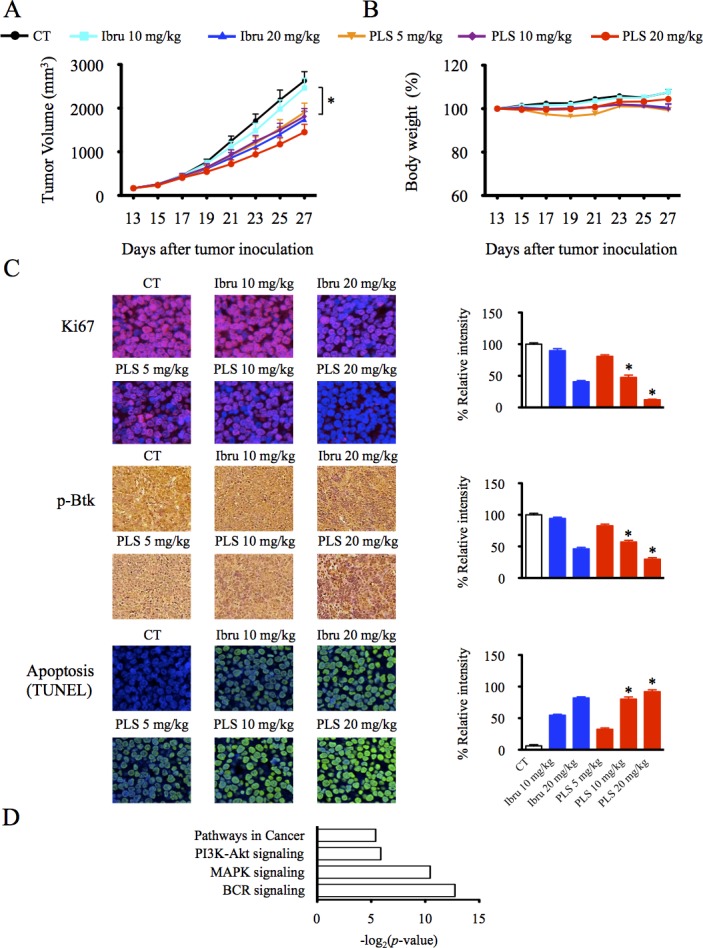
PLS-123 induces anti-tumor activities in B-cell lymphoma *in vivo* **A&B.** To generate tumors, CB.17/SCID mice were inoculated subcutaneously with 5 × 10^6^ OCI-Ly7 tumor cells in 0.1 ml PBS (each group contains 10 mice). PLS-123 and ibrutinib were administered to the tumor-bearing mice at the indicated concentrations when the tumor volume achieved a diameter of 150 mm^3^. Body weight and tumor volume of mice was measured every other day during treatment. **C.** Tumor tissue sections were stained as described under Materials and Methods with indicated antibodies for the determination of Btk inhibitors activity *in vivo*. *Significantly decreased or increased compared with ibrutinib treatment (*p* < 0.05). **D.** Total RNA extracted from tumor tissues of PLS-123 20 mg/kg and control group (n = 6 at each group) were applied to Affymetrix microarray. The top-ranking significant pathways downregulated by PLS-123 treatment were listed according to the *p* values (*p* < 0.05). The results are representative of at least two similar experiments.

To further evaluating the proliferation, apoptosis and BCR signal status of tumor tissue post administration of Btk inhibitors, Ki-67, TUNEL and p-Btk immunohistochemistry staining was performed on paraffin sections. As shown in Figure 6C, PLS-123 treatment produced a more significant decrease of Ki-67 and p-Btk expression than the same concentration of ibrutinib achieved. Moreover, activation of apoptosis was also clearly observed post PLS-123 treatment, as indicated by an increase in TUNEL staining. Meanwhile, total RNA extracted from tumor tissues of PLS-123 20 mg/kg and control group were applied to gene expression microarray. Pathway analysis of microarray data confirmed that PLS-123 mostly down-regulated BCR, MAPK and PI3K-Akt signaling pathway *in vivo* (Figure 6D). Collectively, all these results confirmed our *in vitro* findings, in which PLS-123 induced lymphoma cell death via inhibition of BCR signaling and induction of apoptosis.

## DISCUSSION

In this paper, we focused on the anti-tumor activities of the novel Btk inhibitor PLS-123 in B-cell lymphoma. PLS-123′s potent anti-proliferative and pro-apoptotic effects in a wide range of B-cell lymphoma subtypes may be attributed to dual-action Btk inhibitory mode and alternative selectivity profile provided additional anti-tumor mechanisms.

Reports implicated that various B-cell subsets utilize qualitatively distinct BCR signaling to promote their own growth and survival. Lam et al first reported that ablation of BCR expression resulting in a rapid death of peripheral B cells, indicating the requirement for this tonic BCR signaling to sustain the viability of B cells [20]. Tonic BCR signaling was also suggested to sustain the survival of Burkitt lymphoma through engagement of the PI3K pathway [21]. Ibrutinib and our compound PLS-123 are very potent Btk inhibitors, yet exhibit no inhibitory role towards Burkitt lymphoma and normal B cells, suggesting these compounds might not be efficient targeted approaches towards tonic BCR signaling and Btk is not essential for tonic BCR signaling. Some lymphoma subtypes, such as ABC-DLBCL, FL, CLL and MCL, maybe are more akin to rely upon chronic BCR signaling [3, 22]. Ibrutinib has shown great efficacy in treating MCL and CLL patients yet its anti-proliferative activity is inferior to PLS-123. If these cell lines do rely more on the chronic BCR signaling pathway, PLS-123 could have a better therapeutic effect in the clinic. As already suggested in the results section, the constitutively activated Btk and PLCγ2 could be detected not only in non-GCB but also in several GCB-DLBCL (Figure 3A, 3B and data not shown). It is in accordance to literature reports that some GCB-DLBCL relied on activated NF-κB, which indicated that chronic active BCR signaling mechanisms might involve in the pathogenesis of these patients [23, 24]. Thus, it is not surprising that the novel Btk inhibitor PLS-123 exhibits anti-tumor activity in some GCB-DLBCL.

Btk is a member of Tec family non-receptor protein-tyrosine kinases, which participates in biological events through its catalytic ability and protein-protein interactions. When ibrutinib was used, activated Btk maintained at the Tyr551 phosphorylated stage and did not come back to the resting form, thus it could still engage into the signaling complexes or other functions through protein-protein interactions. Kurosaki et al also reported that phosphorylation of Tyr551, but not Tyr223, is the key regulatory position for BCR signaling activation using Btk-deficient DT40 cell line expressing Btk (Y223F) and Btk (Y551F) mutation models [25]. Thus, in contrast to ibrutinib, which only inhibits Btk's catalytic activity at Tyr223, our novel developed Btk inhibitor PLS-123 abolished Btk's activation via transphosphorylation at Tyr551 and subsequent autophosphorylation at Tyr223, which resulted in a more concise and effective regulation of BCR signal and significant anti-proliferative activities in malignant cells. This dual-action inhibitory mode of PLS-123 could be considered as a simultaneous application of a Btk inhibitor and its upstream kinase inhibitor to doubly control the BCR signal pathway. One advantage of this approach is that it does not need to care about which kinase (Lyn, Syk or both) is the primary Btk activator(s).

Enzymatic activity screen showed that ibrutinib is not a very selective inhibitor, but promising clinical efficacy was observed in relapsed/refractory B-cell lymphoma patients, indicating that pharmacological effects through other pathways in addition to inhibition of Btk may function here. Thus, it was very valuable to present a new series of Btk inhibitors that has a different mode of regulation and a different selectivity profile to this field. The alternative selectivity profile of our novel Btk inhibitor might offer new anti-tumor mechanisms and potent inhibitory activities in a wider range of B-cell lymphoma subtypes. In our experiment, the microarray results demonstrated approximately 71% of transcripts downregulated post ibrutinib treatment was also similarly attenuated by PLS-123. Moreover, the oncogenic gene PTPN11, which was significantly decreased by PLS-123, was identified as an additional anti-tumor mechanism of this novel Btk inhibitor. It is reported that the hyperactivation and misregulation of PTPN11 played an oncogenic role in various tumor types, especially germinal center derived lymphoma [18, 26, 27]. In our study, the combination Btk and PTPN11 inhibition may synergistically suppress growth of malignant B cells (Figure 4E). This notion indicated that PLS-123′s great efficacy and anti-proliferative effects in GCB-DLBCL lymphoma might not only be simply attributed to downregulation of BCR signaling pathway alone and alternative selectivity profile provided downregulation of PTPN11 expression should also be considered. However, further experimentation is still needed to explore the precise mechanism.

Caspases are a family of proteases that are frequently activated in mammalian cell apoptosis. Ibrutinib and R406 inhibited proliferation and induced apoptosis in CLL and DLBCL via caspase activation [28-30]. In our study, we found that PLS-123 efficiently induced the activation of caspases and regulated Bcl-2 family members expression, suggesting that PLS-123 potentially activated the mitochondrial apoptotic pathway in a caspase-dependent manner. Moreover, it is well demonstrated that the BCR signaling pathway can sustain the expression of anti-apoptotic proteins through activation of the PI3K/Akt and MEK/ERK pathways [31], supporting the notion that PLS-123 suppressed the expression of these proteins via inhibition of downstream BCR-activating pathways.

The interaction of malignant B cells and surrounding tumor microenvironment is thought to contribute to the survival and progress of B-cell malignancies [32, 33]. The encouraging clinical efficacy of ibrutinib not only results from direct cytotoxic effects but also its inhibition of the cellular adhesion and migration between tumor cells and the surrounding microenvironment [34-37]. After ibrutinib treatment, most CLL and MCL patients display a transient increase in circulating lymphocytes and a reduction in spleen and lymph node size, indicating the anti-adhesion activity of ibrutinib shifts the malignant cells from the infiltrated tissue to the peripheral blood. In our study, anti-IgM and chemokine treatment increased the adhesion of B-NHL cells to cellular substrates, such as fibronectin and VCAM-1; this activity was dramatically inhibited by PLS-123 in a dose-dependent manner (Figure 5A), suggesting the essential impact of novel Btk inhibitor towards crosstalk between malignant cells and the microenvironment.

Collectively, our novel dual-action Btk inhibitor PLS-123 suggested a new direction to pharmacologically modulate Btk function and develop potentially therapeutic drug for the treatment of B-cell lymphoma.

## MATERIALS AND METHODS

### Cell lines, patient samples and culture conditions

The human DLBCL cell lines (OCI-Ly7, SU-DHL-16 and OCI-Ly3) and MCL cell lines (JVM2, JVM13, Granta519, Mino, Z138 and Jeko-1) were kindly provided by Dr. Fu (University of Nebraska Medical Center, Omaha, NE, USA). SU-DHL-2, SU-DHL-6, Pfeiffer, RL, DoHH2, WSU-NHL, JVM-3, and Namalwa cells were obtained from ATCC (Manassas, VA) and DSMZ (Braunschweig, Germany). All cells were grown in IMDM or DMEM supplemented with 10% fetal bovine serum (FBS; Gibco, Life Technology), L-glutamine and penicillin-streptomycin in a humidified atmosphere of 5% CO_2_ at 37°C. The authentication of all cell lines was performed using short tandem repeat DNA fingerprinting analysis (Applied Biosystems, Foster City, CA).

B-cell lymphoma biopsy specimens were collected under a protocol that was approved by the Institutional Review Board of the Peking University Cancer Hospital & Institute, and informed consent was obtained from all patients. Fresh biopsy specimens were cut into small pieces and gently minced over a wire mesh screen to create a cell suspension. Mononuclear cells were isolated via density gradient centrifugation over Lymphoprep (Axis Shield, Oslo, Norway). CD19^+^ primary tumor cells were purified using negative selection with B-cell Isolation Kit (Miltenyi Biotec, Bergisch-Gladbach, Germany). CD19^+^ cell purity was typically greater than 95% as determined by FACS analysis (BD FACS Aria II, BD Bioscience, NJ, USA).

### Reagents and antibodies

The Btk inhibitors ibrutinib and PLS-123 were synthesized at the laboratory of Dr. Zhengying Pan at Peking University Shenzhen Graduate School according to a previously published procedure [14, 38]. Antibodies against Caspase-3 (#9662), Caspase-8 (#9746), Caspase-9 (#9508), XIAP (#2045), BCL-xL (#2764), BCL-2 (#2870), MCL-1 (#5453), BAX (#5023), phospho-Tyr223-Btk (#5082), Btk (#8547), phospho-Tyr759-PLCγ2 (#3874), phospho-Tyr1217-PLCγ2 (#3871), PLCγ2 (#3872), phospho-p38 (#9211), p38 (#8690), phospho-Thr308-AKT (#9275), AKT (#9272), phospho-Ser2448-mTOR (#2971), mTOR (#2972), phospho-ERK1/2 (#4370) and ERK1/2(#9102) were obtained from Cell Signaling Technology (Danvers, MA, USA). The anti-PARP, phospho-Tyr551-Btk, β-actin (A5441), IgM, Ki-67 antibodies were obtained from BD Biosciences, Sigma (St. Louis, MO, USA) and Abcam (Cambridge, MA).

### Cell viability assay and apoptosis detection

Cell viability and apoptosis was measured using the Cell Titer-Glo luminescent cell viability assay system (Promega, Madison, WI, USA), Annexin V/PI apoptosis detection kit (BD Biosciences), Active Caspase-3 Quantikine ELISA kit (R&D Systems Inc., Minneapolis, MN, USA) and in situ cell death detection kit (Roche, Germany) according to the manufacturer's instructions.

### Western blotting

To prepare whole cell extracts, OCI-Ly7 and SU-DHL-2 cells were lysed with RIPA lysis buffer [39]. Equivalent amounts of protein (10 μg) were resolved on SDS-PAGE gels, transferred and immobilized on nitrocellulose membranes (Amersham, Buckinghamshire, UK) and probed with the appropriate primary and secondary antibodies. Immunodetection was performed using a chemiluminescence detection system (Alpha Innotech, San Leandro, CA, USA).

### Real-time quantitative PCR

OCI-Ly7 cells were treated with Btk inhibitors in the presence or absence of anti-IgM for 12 hours, and total RNA was extracted via RNA TRIzol Extraction (Life Technologies). The primer and probe sequences of the target genes are listed as follow: β-actin, 5′-CCTGGCACCCAGCACAAT-3′, 5′-GCCGATCCACACGGAGTACT-3′ and 5′-ATCAAGATCATTGCTCCTCCTGAGCGC-3′; CCL3, 5′-GAGCCCACATTCCGTCACCT-3′, 5′-CACTGGCTGCTCGTCTCAAA-3′ and 5′-CCACTGCTGCCCTTGCTGTCC-3′; CCL4, 5′-CAGCGCTCTCAGCACCAA-3′, 5′-AGCTTCCTCGCAGTGTAAGAAAA-3′ and 5′-CTCAGACCCTCCCACCGCCTGC-3′.

### ELISA

CCL3 and CCL4 production from tumor cells was detected using Human CCL3 and CCL4 Quantikine ELISA Kits (R&D Systems).

### Adhesion and migration assay

Namalwa cells pretreated with the indicated concentrations of Btk inhibitors or vehicle were stimulated with anti-IgM or CXCL12 for 30 mins, and then cells were seeded into 96-well plates that were coated with fibronectin (BD Biosciences) or VCAM-1 (Sigma). Thirty minutes later tumor cells were washed twice with PBS and adherent cells were measured using the Cell Titer-Glo luminescent cell viability assay system. Migration assays were performed in triplicate with transwell insert chambers coated with VCAM-1. Namalwa cells treated with Btk inhibitors or not in the upper chamber were allowed to migrate towards lower compartment contained CXCL12 (R&D Systems) for 4 hours. The migration of control untreated cells in the presence of CXCL12 was normalized to 100%.

### Microarray hybridization and gene expression analysis

Sample processing, microarray hybridization and gene expression analyses were performed using the Affymetrix GeneChip System (Affymetrix, Santa Clara, CA, USA). The biotinylated cRNA was fragmented and hybridized to the GeneChip Human Genome U133 Plus 2.0 microarrays (Affymetrix). Pathway analysis was used to identify the significant pathway of the differential genes according to KEGG database [40-42]. The Raw data have been deposited in the Gene Expression Omnibus Database (GSE65816 and GSE65817).

### siRNA transfection

OCI-Ly7 cells were seeded on 24-well plates in complete media on the day of the transfection. siRNA oligonucleotides targeting PTPN11 (5′-GAAGCACAGUACCGAUUUATT-3′), Btk (5′-GGCAGUAAGAAGGGUUCAATT-3′) were synthesized by Invitrogen and transfected to cells using the Lipofectamine^TM^ RNAiMAX reagent (Life Technologies). The efficiency of siRNA knockdown of target genes was determined by Western blotting.

### *In vivo* studies

Six- to eight-week-old male CB.17/severe combined immunodeficiency disease (SCID) mice were inoculated subcutaneously with 5 × 10^6^ OCI-Ly7 tumor cells in 0.1 ml PBS for tumor development. Treatments were initiated when the tumor volume achieved approximately 100-150 mm^3^. According to the dose of ibrutinib widely used *in vivo* experiment [35], the mice were administered vehicle or 5, 10 or 20 mg/kg of Btk inhibitors intraperitoneally qd for 15 days. The tumor tissue samples were collected from all the 6 groups at 4 hours after the last dosing. All animal experiments were performed according to the guidelines for the care and use of animals, which were approved by the Peking University Cancer Hospital & Institute.

### Immunohistochemistry and Immunofluorescence analysis

Immunohistochemistry stains for p-Btk were performed in the department of pathology of Peking University Cancer Hospital using the standard streptavidin-biotin-peroxidase immunostaining procedure. For Ki-67 immunofluorescence analysis, paraffin sections were dewaxed, rinsed, and blocked with 2% BSA for 20 mins. Then slides were incubated with anti-Ki-67 antibody for 2 hours and followed with fluorescein-conjugated secondary antibodies for another 2 hours. DAPI was used for nuclear counterstaining. Slides were mounted with 90% glycerol in PBS and visualized with a laser scanning confocal microscopy (TCS-SP2, Leica Microsystems).

### Statistical analysis

All experiments were repeated more than three times and representative results are shown in the figures. Results are expressed as mean ± SD. Statistical analysis was performed using Student's *t* test. A confidence level of *p* < 0.05 was considered significant.

How the deposited data were processed for this re-analysis (not part of the article)

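The 12 arrays of the experiment were analysed: 3 with vehicle, 3 with 1 μM ibrutinib, 3 with 10 μM ibrutinib and 3 with 1 μM PLS-123. The starting point was the intensity values that the authors deposited, normalized by them with RMA, whose version is not stated. The plan, set before the values were examined, took them to be on the log2 scale. The deposited intensities are linear, so log2 was taken first and nothing was added to the values. Raw scans were not used here.

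Of 54675 probe sets, 62 controls were set aside and 54613 were tested. The array annotation gives 41091 probe sets a single gene symbol, 1801 several and 11721 none. Statements about a gene use the probe set with the highest mean over the 12 arrays among those with its symbol alone. Dim means a mean log2 intensity below the median of all probe sets.

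limma 3.58.1 (R 4.3.3) was fitted to the 12 arrays with 1 mean per group, which leaves 8 residual degrees of freedom, with eBayes moderation. All p values of limma are two-sided, and adjusted p means the Benjamini-Hochberg method over all tested probe sets of a comparison. The paper's thresholds, a fold change of 1.5 with a p under 0.05 and for Fig. 4C under 0.001, were applied to the same model, with p read as unadjusted.

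Genes were named by a rule set before the values were examined. For each comparison against vehicle, and for PLS-123 against each dose of ibrutinib, these were the 10 largest rises and 10 largest falls at an adjusted p under 0.05 whose 3 arrays in one group all lie above the 3 in the other. Added to them were every gene that the study names in its text or in Fig. 4B, up to 4 called members of each gene list with the smallest adjusted p, and the probe sets that pass the filter of Fig. 4C, up to 10 by fold. SPRED1 and other genes of the lists come in by the list part of this rule. Some genes of the study are not analysed here.

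The lists hold 701 genes, of which 632 were measured, and were fixed before the values were examined. They are B-cell receptor signalling, PI3K-AKT signalling, mTOR signalling, MAPK signalling, ERK output and feedback genes, NF-kB target genes, anti-apoptotic BCL2 family and IAP genes, pro-apoptotic BCL2 family, caspase and death receptor genes, DNA replication, mitosis, MYC targets and ribosome biogenesis, cholesterol synthesis, fatty acid synthesis, glycolysis and hypoxia response, ATF4 and amino acid response, unfolded protein response, heat shock response, NRF2 and electrophile response, p53 target genes, FOXO target and quiescence genes, lysosome and autophagy, germinal centre B-cell identity, plasma cell differentiation, interferon response, adhesion and migration, polyadenylated histone genes, cytosolic tyrosine phosphatases, kinases the paper lists as inhibited by its compound series or ibrutinib, and markers of T and NK, myeloid, and stromal and epithelial cells. Each was tested with camera (correlation between genes of 0.01, or estimated) and with fry, adjusted over the lists of a comparison. A list that overlaps Fig. 4B was also tested by camera without those genes.

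The alternatives set before the values were examined were the methods' t-test, limma on the 2 groups alone, limma with an intensity trend, the sample letter as a block, quantile normalization, centring on the normalization control probe sets, leaving out dim probe sets, 1 probe set per gene, the median over the probe sets of PTPN11, the fold threshold read as log2, an adjusted p at the fold threshold, and leaving out each array in turn. The ACTB difference as a covariate was added after the data were seen. The sample letters carried no pairing: residuals of arrays with the same letter had correlations between -0.255 and 0.224.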

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

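The tests of shared vehicle arrays, of chromosome copies and of the 1 μM ibrutinib arrays, and the splits of the arrays, are tests chosen only after results were seen, while the test for another cell line was set before.

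Directly between groups, 4156 probe sets differed between 10 μM and 1 μM ibrutinib and 6835 between PLS-123 and ibrutinib at 1 μM, both marked as a difference between groups. PLS-123 and 10 μM ibrutinib moved the same probe sets the same way. Chance values of the vehicle arrays that both comparisons share are not a likely explanation, as the correlation with no array in common was 0.845, against 0.0007 in simulated groups. Treated cultures of another cell line might also give such a pattern: the largest log2 fold change over detected genes set by germline variants was 1.23 (ERAP2), between the bounds of 1 and 2 set in advance, so the test leaves this open. A subclone with other chromosome copies is left open, as its test was chosen after results were seen and has no spread to judge it by. Over 300 runs of neighbouring genes the largest median was 0.251 in size with PLS-123. It was 0.221 with 10 μM ibrutinib and 0.0788 with 1 μM ibrutinib. Untreated cells in the 1 μM ibrutinib arrays are not likely, as these lay at 0.0828 on the scale from vehicle to 10 μM ibrutinib. They lay above all vehicle arrays, whose highest was 0.0087, though 3 arrays against 3 allow no exact p under 0.1.

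The other flagged results are signals in gene lists that the paper did not analyse, by camera. With 10 μM ibrutinib the list of ATF4 and amino acid response was lower (adjusted p = 1.3e-08; 0.258 with an estimated correlation), with SLC7A11 at -1.68 and ASNS, the asparagine synthetase, at -0.65. With PLS-123 it was lower as well (2.1e-08; 0.271 with an estimated correlation), with 16 of 25 genes lower and 1 higher. FOXO target and quiescence genes were higher with 10 μM ibrutinib (0.00238; 0.107 with an estimated correlation) and with PLS-123 (0.00863; 0.212), where 8 of 18 rose and 2 fell. Among them TXNIP, an inhibitor of thioredoxin, rose by 1.83 and IL7R, the interleukin 7 receptor, by 1.34 with PLS-123. Germinal centre B-cell identity genes were lower with 10 μM ibrutinib (0.00656; 0.262) and with PLS-123 (0.0186; 0.293), where BCL6, the repressor that holds germinal centre identity, fell by 1.45 and MME, the surface enzyme CD10, rose by 1.69. MYC targets and ribosome biogenesis genes were lower with PLS-123 (0.0141; 0.494), with 10 of 24 genes lower, among them ODC1, an enzyme of polyamine synthesis (-0.47). The list lysosome and autophagy was lower with PLS-123 (0.0314; 0.503 with an estimated correlation; 0.0801 without the genes of Fig. 4B), with 8 of 24 lower, among them NEU1, a lysosomal sialidase (-0.84). Interferon response genes, 11 of 22 of them dim, were higher with PLS-123 (0.0387; 0.293), with 6 higher and 3 lower, among them MX1, an antiviral GTPase (0.83).

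Each of these comparisons has only 10 splits of its 6 arrays, too few for a share under 0.05. The count of 4156 was the highest of its 10 splits (value 1; highest other 0), as was 6835 (1; highest other 18). For called gene lists the share was 10 of 10 splits for 1 μM ibrutinib against vehicle (0; highest other 0), 1 for 10 μM ibrutinib (3 lists; highest other 1), 1 for PLS-123 (7; 3), 2 for PLS-123 against 1 μM ibrutinib (9; 9), 2 for PLS-123 against 10 μM ibrutinib (7; 9) and 4 for 10 μM against 1 μM ibrutinib (3; 4).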

How the results depend on the processing

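The covariate tests were chosen after results were seen, the other tests before. With the methods' t-test the probe sets at an adjusted p under 0.05 were 3498 (10 μM ibrutinib against vehicle), 5131 (PLS-123 against vehicle), 1834 (PLS-123 against 1 μM ibrutinib), 2 (PLS-123 against 10 μM ibrutinib) and 1431 (10 μM against 1 μM ibrutinib), the higher ones with 1 μM ibrutinib 7, and the Fig. 4C counts 437 (1 μM) and 5 (10 μM). PLS-123 against 10 μM ibrutinib gave 5 with limma on the 2 groups alone, 1415 with an intensity trend, 66 with the block and 982 without dim probe sets. An intensity trend called 13 with 1 μM ibrutinib. Quantile normalization gave a shared part of 80.9% and a Fig. 4C count of 11 (10 μM). Centring on control probe sets gave 24 lower and 3 higher with 1 μM ibrutinib, 88.5%, and 1130 probe sets lower with PLS-123 and not with 10 μM ibrutinib, in place of 714. With 1 probe set per gene, where fewer are tested, the counts were 2940, 4641, 3770, 154 and 2326 in the order above, 4 lower and 5 higher with 1 μM ibrutinib, 373 and 601 with 10 μM, 566 and 682 with PLS-123, and 394 and 5 for Fig. 4C. The PTPN11 log2 fold change with PLS-123 reversed to -0.28 with the median over its probe sets (adjusted p = 0.0232). Read as log2, the fold threshold left 0 and 0 with 1 μM ibrutinib, 85 and 161 with 10 μM, 102 and 151 with PLS-123, a shared part of 88.2% and Fig. 4C counts of 87 and 0, with no shared part for 1 μM. An adjusted p at the fold threshold left 0 and 0 with 1 μM ibrutinib. The ACTB covariate gave 3480, 2974 and 14 for PLS-123 against vehicle, 1 μM and 10 μM ibrutinib. Called gene lists were 0 with an estimated correlation in every comparison. With fry they were 19, 24, 25, 15 and 17 (10 μM ibrutinib and PLS-123 against vehicle, PLS-123 against 1 μM and 10 μM ibrutinib, 10 μM against 1 μM), and without dim probe sets 2, 5 and 4 for the 3 comparisons of PLS-123. Leave-one-out counts ran from 10 to 212 for PLS-123 against 10 μM ibrutinib, from 8 to 28 lower and 11 to 69 higher with 1 μM ibrutinib, from 80.7% to 85.7% for the shared part, and from 12 to 41 for Fig. 4C at 10 μM. Apart from fewer probe sets or arrays, the cause was not tested. Of single genes and lists, 335 lost and 21 gained a call with the t-test, 280 and 7 with the covariate, and 944 and 76 over the leave-one-out fits. In the leave-one-out fits 16674 stayed on the same side of the threshold, called or not. Apart from PTPN11, none changed sign where either value was called. Calls lost and gained were 137 and 7 on the 2 groups alone, 3 and 148 with a trend, 47 and 1 with the block, 57 and 32 with quantile normalization, 57 and 6 with centring, and 13 and 116 without dim probe sets. Signal over background limits dim probe sets, for which a missing change is not evidence of none.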

Differences from the paper's values

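Counts are called within range where neither value is more than 1.5 times the other. At 10 μM ibrutinib, 5 counts were within range of the paper's: 806 probe sets lower with ibrutinib (714 in the paper), 682 lower with both (508 in the paper), 714 lower with PLS-123 alone (553 in the paper), 1264 changed with PLS-123 alone (1441 in the paper) and 989 higher with both (about 800 in Fig. 4A, read by eye). At 1 μM none of these 5 was. With 1 probe set per gene all 5 left the range (373, 322, 244, 449 and 477), as they did with the fold threshold read as log2 (85, 75, 27, 53 and 125). Those lower with both also left it with centring on control probe sets (793), and those lower with PLS-123 alone with centring (1130) and without vehicle array C (861) or PLS-123 array A (916). The other alternatives kept the 5 within range. Lower with PLS-123 were 1061 in the paper and 1396 here, within range. This count left it with centring (1923), 1 probe set per gene (566), the fold threshold read as log2 (102), and without vehicle array C (1604) or PLS-123 array A (1607). The shared part was 71% in the paper, and 84.6% at 10 μM and 75% at 1 μM here, both within range. For a share of 71% no higher percentage can leave this range, so being within it says little. At 10 μM the exact confidence interval, 81.9 to 87.0, lay above the paper's 71%, though probe sets are not independent replicates. At 1 μM the share is 6 of 8 probe sets (34.9 to 96.8), too few to compare with the paper. At 1 μM the shared part left the range without vehicle array A (46.4%) or ibrutinib 1 μM array A (36.4%) or C (40%).

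Beside the paper's lower probe sets with ibrutinib, 714 in the paper, 8 were found at 1 μM at the paper's thresholds. Lower with both compounds were 508 in the paper and 6 here at 1 μM. The filter of Fig. 4C gave 10 genes in the paper and 895 probe sets here against 1 μM ibrutinib. Higher with both were about 800 in Fig. 4A, read by eye, and 10 here, lower with ibrutinib alone about 210 in Fig. 4A, read by eye, and 2 here, and higher with ibrutinib alone about 210 in Fig. 4A, read by eye, and 1 here at 1 μM. For these 6 counts no alternative set before the data were examined came within the range of the paper's value.

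Lower with PLS-123 alone were 553 in the paper and 1390 here at 1 μM, within range only with 1 probe set per gene (563). Higher with PLS-123 alone were 888 in the paper and 1529 here at 1 μM, within range with centring on control probe sets (1259), without dim probe sets (1298) and with 1 probe set per gene (677). Changed with PLS-123 alone were 1441 in the paper and 2919 here at 1 μM, within range only with 1 probe set per gene (1240). The other alternatives did not come within range for these 3.

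Against 10 μM ibrutinib, higher with PLS-123 alone were 888 in the paper and 550 here, within range with quantile normalization (740), without vehicle array C and without PLS-123 array B (795). The Fig. 4C filter gave 10 in the paper and 19 here at 10 μM, within range with the block (15), quantile normalization (11), and without vehicle array B (15) or ibrutinib 10 μM array B (13) or C (12). Lower with ibrutinib alone were about 210 in Fig. 4A, read by eye, and 124 here, within range with quantile normalization (158) and without ibrutinib 10 μM array A (155), B (151) or C (159). Higher with ibrutinib alone were about 210 in Fig. 4A, read by eye, and 382 here, within range only with quantile normalization (298). The other alternatives did not come within range for these 4. The paper's text gives no ibrutinib dose for these counts, and the counts here are of probe sets.

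The paper states that PTPN11 fell with PLS-123, from its Fig. 4C filter and real-time PCR, and no PCR values were analysed here. The probe set with the highest mean, the rule used here for genes, stood at 0.09 (adjusted p = 0.61). Its probe sets 2 (-0.69) and 4 (-0.72), counted from the highest mean, fell, and the median over the probe sets was -0.28 (adjusted p = 0.0232). Probe set 4 also passed the Fig. 4C filter against 10 μM ibrutinib (-0.64), so the difference from the paper depends on the probe set. In Fig. 4B the paper shows all its genes lower with PLS-123. Of 26 analysed here, 22 were called lower, and GRB2, NFAT5, MDM2 and CCNE2 were not. GRB2 was called with an intensity trend (0.0082), without dim probe sets (0.0272) and with 1 probe set per gene (0.0484). NFAT5 was called with an intensity trend (0.0122), centring on control probe sets (0.0287), without dim probe sets (0.0236), with 1 probe set per gene (0.0354), and without ibrutinib 1 μM array B (0.0365) or ibrutinib 10 μM array A (0.0413). All 26 were lower by at least 1 of their probe sets. The paper proposes that PLS-123 lowers signaling related to the B-cell receptor, AKT/mTOR and MAPK, and sets this beside immunoblots. Transcript levels do not measure signaling. The lists also hold genes that restrain it, such as DEPTOR and SESN2 for mTOR, so their direction does not decide the claim. As whole lists, B-cell receptor and MAPK genes did not pass by camera (adjusted p = 0.156 and 0.895), and by fry the first passed (4.7e-04) and the other did not (0.0515). The first holds genes of Fig. 4B, which the study chose on these samples, and without them 11 of its genes fell and 12 rose. The mTOR list was lower by camera (0.00523; adjusted p = 0.494 with an estimated correlation) and fry (3.6e-05), and PI3K-AKT by fry (3.6e-04) and not by camera (0.154). Both lists hold genes of Fig. 4B too, and fry called most of the 31 lists with PLS-123.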

Other observations

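The camera tests of gene lists and the tests of probe set scatter and of RNA drift in array A were set before. The other tests of explanations here, those with the ACTB covariate and all splits of the arrays were chosen only after results were seen.

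With PLS-123, CD69, a marker of activated lymphocytes, rose by 2.67 and PIM1, a survival kinase, by 1.30, while IRF4, a transcription factor of activated B cells, fell by 1.15, and the NF-kB target genes moved in both directions (6 higher, 7 lower of 24; camera, adjusted p = 0.889). Of 10 anti-apoptotic genes 3 fell and none rose (0.601), among them MCL1 (-0.41) and BCL2 (-0.43), whose falls did not pass with the ACTB covariate (0.0558 and 0.134). Of 24 pro-apoptotic genes 6 rose and 6 fell (0.321), with rises of FAS, a death receptor (1.22), and CASP8, its caspase (1.07). DNA replication genes fell in 10 of 38 and rose in 1 (0.256), among them CCNE1, cyclin E1 (-0.70). Mitosis genes fell in 10 of 35 and rose in 3 (0.512), with AURKA, a spindle kinase, at -0.57. Cholesterol synthesis genes fell in 3 of 19 and rose in 1 (0.913), and of 8 fatty acid synthesis genes ELOVL6, an elongase, rose by 2.06 (0.48).

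Glycolysis and hypoxia genes fell in 6 of 24 and rose in 4 (0.548), and unfolded protein response genes fell in 5 of 15 and rose in 3 (0.328). Heat shock genes fell in 2 of 10 (0.971) and NRF2 genes in 5 of 12 (0.0903). Of 17 p53 target genes 3 rose and 5 fell (0.806, higher by the test), with a median log2 fold change of -0.09 and a mean of 0.16. Of 12 plasma cell genes 4 fell and 2 rose (0.499), with TNFRSF17, the receptor BCMA, at -2.60. Adhesion genes fell in 8 of 28 and rose in 3 (0.154), with P2RY8, a receptor that confines germinal centre B cells, at -1.49. Histone genes rose in 2 of 6 and fell in 2 (0.971), and cytosolic tyrosine phosphatases fell in 3 of 10 and rose in 1 (0.548), or 2 and 2 with quantile normalization. Kinases inhibited by the compounds fell in 4 of 10 (0.173), with LCK, a Src kinase, at -0.69. Markers of T and NK cells rose in 2 of 16 (0.0688), myeloid markers fell in 2 of 10 (0.512) and stromal and epithelial markers fell in 1 of 11 (0.971), most of them dim. The test put the stromal and epithelial list higher, while its median (-0.11) and mean (-0.06) were negative.

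The probe sets of PTPN11, counted from the highest mean, moved apart with PLS-123. With the ACTB covariate the 2 falls remained, with probe set 2 at -0.65 (adjusted p = 0.00367) and probe set 4 at -0.58 (0.0143). Slopes on the ACTB difference hardly match between groups (correlations from -0.0827 to 0.189), so the covariate may not capture drift. Drift in the signal from the 3' to the 5' end is thus left open as a cause of the falls. With the covariate probe set 1 went from 0.09 to -0.11 and probe set 3 from -0.25 to -0.41. Drift may thus contribute to the distance between the 4 detected probe sets. Usual scatter may account for it, as the spread lay at percentile 87.69 of 674 genes with 4 detected probe sets. Use of other transcript forms was not tested.

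Arrays A and B of 1 μM ibrutinib both lay further from their group than array C, with mean correlations of 0.9929 and 0.9935, against 0.9952. For array A, drift in RNA could contribute, but the correlation with the slope on the ACTB difference was 0.0929. This is under the bound of 0.1 set in advance against drift, but that bound was wrong: these slopes hardly match between the other groups themselves (correlations from -0.0827 to 0.189), so the test leaves drift open. A stronger response of array A to the drug is not likely, as it lay 0.00104 from the mean of B and C on the scale from vehicle to 10 μM ibrutinib. The difference of array A from B and C had a correlation of 0.426 with that of PLS-123 from 10 μM ibrutinib, array B -0.459 and C -0.0146. These differences cancel by construction, so the offset decides nothing. Arrays A and B lay on opposite sides along the difference of PLS-123 from 10 μM ibrutinib. A difference between arrays common to both is thus left open. Its effect on the 100 probe sets called between PLS-123 and 10 μM ibrutinib was not tested.

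Of the 10 splits of each comparison, too few for a share under 0.05, as many probe sets at an adjusted p as in the real groups came in 10 splits for 1 μM ibrutinib (0; highest other 0), and in 1 each for 10 μM ibrutinib (5467; 0), PLS-123 (9140; 0) and PLS-123 against 10 μM ibrutinib (100; 0). At the paper's thresholds these were 6 splits for 1 μM ibrutinib lower (8; 42) and 6 higher (11; 42). There the highest other split called several times the real count, and whether scatter or a structure of the samples gives this was not tested. They were 1 for 10 μM ibrutinib lower (806; 68) and higher (1371; 68), and 1 for PLS-123 lower (1396; 103) and higher (1539; 103). The highest other value is the same for lower and higher in each comparison. These counts of splits thus do not compare a single direction and may be too high. For the Fig. 4C filter the splits were 1 against 1 μM ibrutinib (895; 1) and 1 against 10 μM (19; 3).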
